A study of Homo sapiens with 11 samples. Its data were reported in "GeneChip analysis of human embryonic stem cell differentiation into hemangioblasts: an in silico dissection of mixed phenotypes" (2007).

How the data were processed

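Gene expression was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, which read each transcript with sets of short probes (probe sets). The 11 arrays fell into 4 groups by their labels. Undifferentiated human embryonic stem cells (ESCs), embryoid bodies (EBs) and blast cells (BCs) had 2 arrays each, and stromal fibromuscular cells of the prostate had 5. Replicate 1 of the ESC, EB and BC groups came from the hESC line H1 and replicate 2 from the hESC line H9, so that the replicate numbers paired these 6 arrays by cell line. The labels mark the 3 H1 arrays, and none of the H9 arrays, with GFP (green fluorescent protein), so effects of the line and of GFP cannot be separated, and H1 stands for both below. The stromal arrays were public data processed again with the others. No source used here says their replicates had separate donors. P-values against them measure only spread between arrays, which may be technical and enters all p-values of the shared fit.

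The values analysed were those the authors deposited, on the log2 scale. Per their methods they were made with robust multi-chip average (RMA), which subtracts background, applies quantile normalization across arrays and summarises the probes of each probe set. The RMA version was not given in the sources used here. A difference of 1 in log2 is a doubling, and RMA compresses differences of dim probe sets, so folds of weakly expressed genes are understated. The table held 54675 probe sets, of which 62 control probe sets were left out of all tests, and 54613 were tested without a filter on brightness. No depth applies to arrays, and the number of arrays limits the precision. Values ran from 2.17 to 14.4 and no pair of arrays was identical.

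Gene names came from the platform annotation. It gave 1 symbol for 41091 probe sets, several for 1801 and none listed for 11721. Of the 1-symbol probe sets, 41037 were matched by Entrez number to a current gene table, which changed 0 symbols. A probe set with several symbols named no gene, which left POU5F1 and the gamma and alpha globins unreported. Each of the 19740 genes was represented by the probe set with the highest mean over the 11 arrays, and where another probe set of a named gene was called in the opposite direction, or was called while the brightest one was not, this is said.

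Differences between groups were tested in R 4.3.3 with limma 3.58.1. A model of 4 group means was fitted to all 11 arrays (lmFit), and the probe set variances were moderated (eBayes, proportion 0.01), giving a prior of 2.52 degrees of freedom beside 7 residual ones. Groups fitted together share their spread, so that of BCs (root mean square SD 0.6226, other groups 0.3315 to 0.4065) enters every p-value. A probe set was called where its Benjamini-Hochberg adjusted p over all tested probe sets was under 0.05. The 6 differences were EB minus ESC, BC minus EB and BC minus ESC, and BC, ESC and EB each minus stromal. The first 3 and BC minus stromal were the 4 main comparisons. A filter that the study used with other reference tissues was also applied to stroma. It kept probe sets called higher in BCs than in stromal cells and not called higher in ESCs than in stromal cells. Probe sets called in both stages of differentiation were counted by their course. As the comparisons in such overlaps share arrays, the overlaps of 20 simulations of unchanged groups and of independent lists are given beside them. The same overlaps at an unadjusted p under 0.05 were added after the data had been seen.

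Before the data were examined, 25 gene lists, the groups, the tests and the alternatives were fixed. The lists were pluripotency, mesoderm and primitive streak, BMP and WNT response, hematopoietic transcription factors, globins, heme synthesis and iron, erythroid membrane and enzymes, megakaryocyte and platelet, lymphoid cells, myeloid cells, endothelial cells, cardiac muscle, smooth muscle, fibroblast and matrix, prostate epithelium, immediate early and dissociation response, cell cycle, yolk sac endoderm and liver secreted proteins, definitive endoderm, trophoblast and neuroectoderm. A further 3 lists held genes that the study had named from these arrays (synaptic and neural genes, lymphocyte markers with killer-cell receptors, and heart genes), some of them against tissues not used here, so their direction is not independent evidence. The last held sensory receptor and hair keratin genes, not expected in these cells. The lymphocyte markers also hold the platelet genes ITGA2B and ITGB3 and TFRC of red cell precursors. Some textbook lists also hold genes the study named. Each list was tested against all other genes with camera of limma (two-sided, preset correlation between genes of 0.01), with Benjamini-Hochberg adjustment over the lists of a comparison. In that test a shift common to all genes cancels, but one varying with level does not. BC minus EB medians were 0.209 in bin 4 of 10 by level and -0.747 in bin 10, the brightest. Alternatives were camera with a correlation estimated per list, and fry, which uses no other genes.

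The genes named in the text followed a rule fixed at the same time. It took the 6 largest rises and the 6 largest falls among called genes of each main comparison with the same direction in both lines (or without overlap of the groups, against stroma), up to 3 called and up to 2 not called members of each list, and fixed landmark genes. The text names a subset of these, picked for length after their values had been seen. ETV2, a list member outside the rule, was added after its values had been seen.

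The pairing was checked as the correlation across probe sets of the deviations of same-numbered arrays from their group means. It was 0.203 between ESC and EB arrays, -0.14 between ESC and BC arrays and 0.145 between EB and BC arrays. The numbers pair the arrays by cell line, whatever these values. A fit with the line as a block was therefore run as an alternative. The other alternatives were fits without the stromal arrays (or, against stroma, to the 2 groups compared only), the study's criterion of a B statistic above 0, a minimum log2 difference of 1, leaving out dim or cross-hybridizing probe sets, other scalings (cyclic loess and median centring), other variance models, and leaving out each array in turn. A hESC group left with 1 array was then assumed to vary like the other groups. Quantile normalization of the summary values, the B criterion on 6 arrays, and the gene list counts without the H1 BC array were added after the data had been seen.

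The fits were tested on data simulated from the spread of these arrays over all 54613 probe sets, 100 changed at each size. At a log2 change of 1 the fit recovered 15% for EB minus ESC, 13% for BC minus EB, 16% for BC minus ESC and 28% for BC minus stromal. At 2 it recovered 54%, 57%, 62% and 68% in the same order, so genes not called may have changed. Camera found 10 of 10 lists of 25 genes shifted by 0.5 in each main comparison. This does not cover genes that vary together.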

Results

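Expression profiles were collected from 11 Affymetrix U133 Plus 2.0 arrays. ESCs, day 3.5 EBs grown with BMP4 and VEGF, and BCs expanded from dissociated EBs were each measured on 2 arrays, 1 from the hESC line H1 and 1 from the hESC line H9. A further 5 arrays held prostate stromal fibromuscular cells selected with an antibody to CD49a. The comparisons follow the path from ESCs through EBs to BCs, which the study describes as containing hemangioblasts, shared precursors of blood and endothelium, and then set BCs against stroma.

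Array medians lay between 4.895 and 5.118 on the log2 scale. The H1 BC array spanned a narrower range of values than the others. Its SD over probe sets was 1.6 against 1.945 to 2.093 on the other 10 arrays, and its 90th percentile was 7.27 against 7.917 to 8.409. The BC arrays correlated with each other at r = 0.8948 across probe sets, which are not independent replicates, against 0.9724 for the ESC arrays and 0.9704 for the EB arrays. The H9 BC array correlated more with the EB (0.9454 and 0.9522) and ESC arrays (0.9251 and 0.9375) than with the H1 BC array. Sensory receptor and hair keratin genes, not expected in these cells, had a median of 4.76 on the H1 BC array and of 3.883 to 4.331 on the others. The 3' minus 5' difference of the GAPDH and ACTB control probe sets, a measure of how much of a transcript was labelled, averaged 0.3117 to 0.7629 on the hESC-derived arrays and 2.111 to 2.938 on the stromal arrays. ITGA1, which encodes CD49a, was 9.96 ± 1.13 in the stromal group (mean ± SD, n = 5), 6.16 ± 1.4 in BCs, 4.99 ± 0.66 in EBs and 4.39 ± 0.03 in ESCs (n = 2 each).

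**Figure D1:**
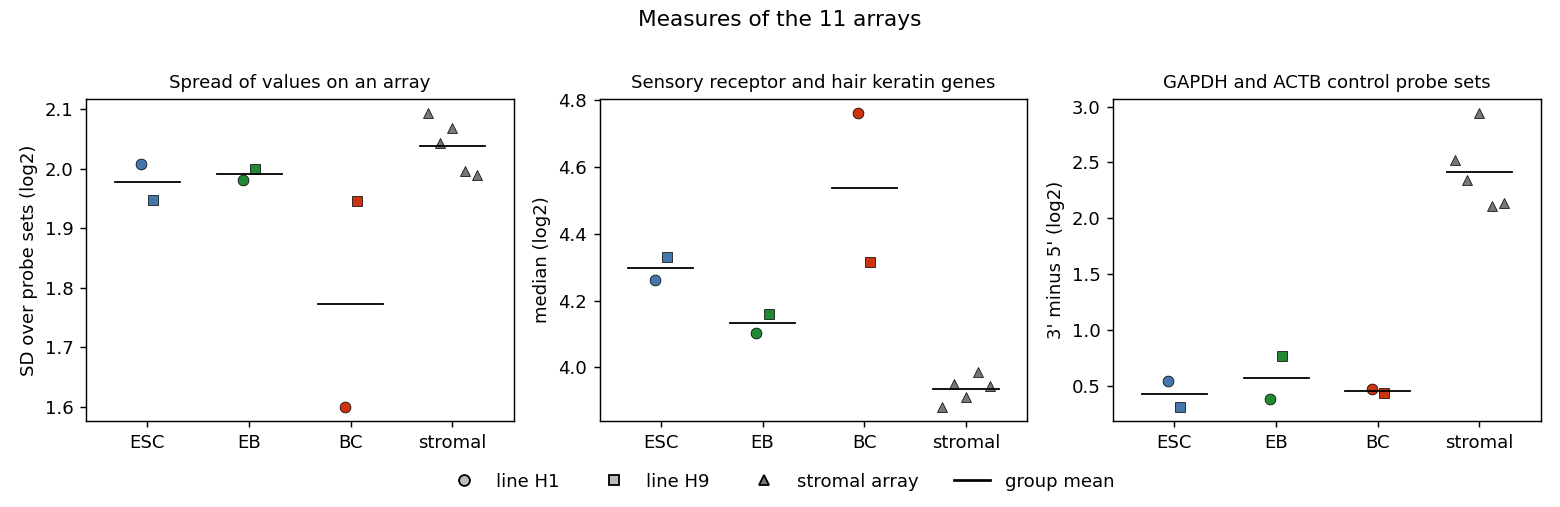
Measures of each array by group, with circles for line H1, squares for line H9, triangles for stromal arrays and a line at the group mean. The panels give the SD over probe sets (log2), the median of sensory receptor and hair keratin genes (log2) and the mean 3' minus 5' difference of GAPDH and ACTB control probe sets (log2), where the H1 BC array had an SD of 1.6 and a median of 4.76.

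The first comparison asked what changed from ESCs to EBs. Mesoderm and BMP and WNT response genes were higher in EBs. HAND1, a lateral and cardiac mesoderm factor, rose 227-fold, from 5.12 ± 0.13 to 12.94 ± 0.27 (log2, n = 2 each, adjusted p = 0.00513). The other large rises were in PRTG, which encodes a cell surface protein of the immunoglobulin family (141-fold, adjusted p = 0.00163), SNAI2, a repressor active in epithelial to mesenchymal transition (89.9-fold, adjusted p = 0.0214), the matrix genes HAPLN1 (80.8-fold, adjusted p = 0.0136) and LUM (74.8-fold, adjusted p = 0.0315), and ID2, a BMP-induced inhibitor of bHLH factors (64.5-fold, adjusted p = 0.0404). Of the 29 measured mesoderm and primitive streak genes, 10 rose, 0 fell and 19 were not called, and 16 rose and 1 fell when adjusted over the list alone (camera adjusted p = 9.36e-20, and adjusted p = 0.00819 with an estimated correlation). Of 19 BMP and WNT response genes 5 rose and 0 fell, and 11 rose and 1 fell when adjusted over the list alone (camera adjusted p = 7.58e-13, but adjusted p = 0.0761 with an estimated correlation). They included HEY1 (25.3-fold, adjusted p = 0.000165) and GATA3 (25.9-fold, adjusted p = 0.0457). BMP4 (3.71 higher on the log2 scale, adjusted p = 0.0519) was not called. Nor was the pseudoreceptor BAMBI (3.86 higher, adjusted p = 0.0907, but 0.0367 with the cell line as a block). Its p-value includes BC spread (H1 8.54, H9 11.99). Among 26 cardiac muscle genes 2 rose, the progenitor factor ISL1 (36.6-fold, adjusted p = 0.0027) and the embryonic myosin light chain MYL4 (14.2-fold, adjusted p = 0.0019), also when adjusted over the list alone (camera adjusted p = 0.0346, but adjusted p = 0.611 with an estimated correlation).

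Of the rises just named, HAND1 lost its call without the H1 ESC array (adjusted p = 0.0518), ID2 without the H1 ESC array or either EB array (adjusted p = 0.155 to 0.275), and SNAI2, HAPLN1, LUM and GATA3 without any 1 of the ESC and EB arrays (adjusted p from 0.0565 to 0.28). Mean levels of 3 other lists were higher in EBs with few called members. LUM was the 1 of 35 fibroblast and matrix genes that rose, against 5 up and 1 down when adjusted over the list alone (camera adjusted p = 2.19e-05, but adjusted p = 0.715 with an estimated correlation), and COL6A3 was 4.51 higher with adjusted p = 0.0784, or 0.0292 with the cell line as a block. Of 10 heart genes that the study had named from these arrays, 1 rose (HAND1), and 2 rose when adjusted over the list alone, which is not independent evidence (camera adjusted p = 0.00343, but adjusted p = 0.0761 with an estimated correlation). Of 25 hematopoietic transcription factors limma called 0, with 7 higher at an unadjusted p under 0.05 and 5 when adjusted over the list alone (camera adjusted p = 0.000361, but adjusted p = 0.375 with an estimated correlation). LMO2 was 3.75 higher (adjusted p = 0.152), GATA2 2.76 higher (adjusted p = 0.0691) and KLF1 1.08 higher (adjusted p = 0.0819). The embryonic globin genes HBE1 and HBZ differed by -0.01 and -0.04 (adjusted p = 1 each), or -0.18 to 0.15 without 1 array. TAL1 differed by 0.22 and GATA1 by -0.21 (adjusted p = 1 each), and the VEGF receptor gene KDR by 1.85 (adjusted p = 0.614).

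Pluripotency genes were lower in EBs. LEFTY1, an inhibitor of NODAL signalling, fell 34.7-fold, from 11.29 ± 0.79 to 6.17 ± 0.44 (n = 2 each, adjusted p = 0.000596), and NODAL itself fell 13.4-fold (adjusted p = 7.09e-05). USP44, a deubiquitinase (24.6-fold lower, adjusted p = 0.00284), the WNT modulator SFRP2 (13.3-fold lower, adjusted p = 0.0177), SOX2 (10.1-fold lower, adjusted p = 0.0182), and probe sets annotated to the noncoding RNAs FOXD3-AS1 (17-fold lower, adjusted p = 0.0027) and VHRT (14.2-fold lower, adjusted p = 0.0136) also fell. Of 25 measured pluripotency genes 8 fell, 0 rose and 17 were not called, and 14 fell when adjusted over the list alone (camera adjusted p = 1.7e-21, and adjusted p = 0.000888 with an estimated correlation). NANOG, the homeodomain factor of the pluripotent state, was 1.59 lower but not called (adjusted p = 0.638). SFRP2 lost its call without any 1 of the 4 ESC and EB arrays (adjusted p = 0.0519 to 0.113), SOX2 without either EB array (adjusted p = 0.0755 to 0.111) and VHRT without the H1 ESC array (adjusted p = 0.124).

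In each of 4 further lists 1 or 2 members were called between ESCs and EBs. Trophoblast genes had 2 of 19 members up and 4 when adjusted over the list alone, with GATA3 and TFAP2A (18.3-fold higher, adjusted p = 0.0231). The erythrocyte membrane skeleton gene TMOD1 rose 5.75-fold (adjusted p = 0.0136) as 1 of 29 erythroid genes, with 2 up when adjusted over the list alone. OTX2 fell 2.58-fold (adjusted p = 0.0354) as the 1 of 20 neuroectoderm genes, also when adjusted over the list alone, and the claudin gene CLDN6 fell 2.26-fold (adjusted p = 0.0156) as 1 of 8 definitive endoderm genes, with 1 up and 1 down when adjusted over the list alone. TFAP2A and CLDN6 lost their calls without any 1 of the ESC and EB arrays (adjusted p = 0.0757 to 0.193), TMOD1 without the H1 ESC array or either EB array (adjusted p = 0.055 to 0.0932) and OTX2 without the H9 ESC array or either EB array (adjusted p = 0.111 to 0.195). Cell cycle genes had 0 of 32 members called by limma, 1 up and 8 down at an unadjusted p under 0.05, and a mean 0.332 lower in EBs (camera adjusted p = 0.011, but adjusted p = 0.839 with an estimated correlation). The 145 sensory receptor and hair keratin genes also had 0 called and 6 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0452, but adjusted p = 0.932 with an estimated correlation). In the remaining lists limma called 0 members, with 0 to 4 of each at an unadjusted p under 0.05. These were globins, heme synthesis and iron, megakaryocyte and platelet, lymphoid, myeloid, endothelial, smooth muscle, prostate epithelium, immediate early, yolk sac endoderm, and the study's synaptic genes and lymphocyte markers, and with the 4 lists above their camera adjusted p ran from 0.079 to 0.969. When adjusted over the list alone, 1 globin and 1 cell cycle gene were lower, 1 lymphoid gene was higher, and the immediate early list had 1 gene in each direction. The mean, median and test of the heme, erythroid, myeloid, prostate, definitive endoderm and neuroectoderm lists differed in sign.

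In all, limma called 346 probe sets between ESCs and EBs, 204 up and 142 down, and 4534 at an unadjusted p under 0.05. Of these, 59% were up, but without the H1 ESC array there were 35 up and 48 down, and without the H9 ESC array 91 up and 181 down. The count fell to 7 with only the 6 hESC-derived arrays, and was 83 without the H1 ESC array, 156 and 174 without the H1 or H9 EB array, 217 and 213 without stromal replicate 4 or 5, and 769 without either BC array. With the H1 BC array left out 8 BMP and WNT, 2 hematopoietic, 5 fibroblast and matrix and 4 trophoblast genes rose, and 1 gene was called in each of the megakaryocyte, endothelial, smooth muscle, immediate early and sensory receptor lists.

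The second comparison asked which genes changed when EBs gave rise to BCs. Embryonic globin genes showed the largest rises. HBZ, the zeta globin gene, rose 849-fold, from 4.22 ± 0.08 to 13.95 ± 0.26 (n = 2 each, adjusted p = 1e-08), and HBE1, the epsilon globin gene, 423-fold to 14.36 ± 0.1 (adjusted p = 2.49e-08). HBE1 gave the highest value of all probe sets on each BC array (14.29 and 14.44), so its folds here and below may be understated and its order against HBZ is left open. Of 6 measured globin genes 4 rose, and 6 when adjusted over the list alone (camera adjusted p = 3.11e-14, and adjusted p = 0.00231 with an estimated correlation). HBM rose 10.1-fold (adjusted p = 0.000224), while the adult HBB (2.74 higher, adjusted p = 0.271) and HBD (3.23 higher, adjusted p = 0.23) were not called. Of 16 heme and iron genes 5 rose, and 9 when adjusted over the list alone, among them ALAS2, the first enzyme of erythroid heme synthesis (35.4-fold, adjusted p = 0.000141), the mitochondrial iron carrier SLC25A37 (22-fold, adjusted p = 0.00512) and ferrochelatase, FECH (8.58-fold, adjusted p = 0.00468), while the transferrin receptor TFRC was 1.87 higher on the brightest of its 5 probe sets (adjusted p = 0.146), with 1 other called higher. That list had camera adjusted p = 4.45e-08, and adjusted p = 0.00496 with an estimated correlation. Of 29 erythroid membrane and enzyme genes 10 rose and 0 fell, and 20 rose and 2 fell when adjusted over the list alone (camera adjusted p = 3.11e-15, and adjusted p = 0.0091 with an estimated correlation). These included the band 3 gene SLC4A1 (13.3-fold, adjusted p = 0.000472), HEMGN (10.5-fold, adjusted p = 2.86e-05) and BLVRB, a biliverdin reductase (6.85-fold, adjusted p = 0.012). BLVRB lost its call without the H1 EB or the H1 BC array (adjusted p = 0.0673 to 0.0876).

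Of 25 hematopoietic transcription factors 5 rose, 1 fell and 19 were not called, and 10 rose and 1 fell when adjusted over the list alone (camera adjusted p = 1.99e-05, but adjusted p = 0.15 with an estimated correlation). GFI1B (21.5-fold, adjusted p = 9.2e-05), NFE2 (17-fold, adjusted p = 0.000258), KLF1 (7.99-fold, adjusted p = 0.000372), TAL1 (5.11-fold, adjusted p = 0.0031) and GATA1 (3.31-fold, adjusted p = 0.0249) rose. The 1 that fell was ETV2, an ETS factor of early blood and endothelial precursors (3.07-fold, adjusted p = 0.0259), which was named after its values were seen and lost its call without either EB array or the H1 BC array (adjusted p = 0.0698 to 0.153). LMO2 was 3.21 higher (adjusted p = 0.151), and GATA2 was 0.62 lower (adjusted p = 0.581), or 0.02 higher after cyclic loess. Megakaryocyte and platelet genes had 2 of 22 members up, PF4, which encodes platelet factor 4 (38.6-fold, adjusted p = 0.0371), and GP1BA, a subunit of the von Willebrand factor receptor (3.45-fold, adjusted p = 0.0342), with 9 up when adjusted over the list alone (camera adjusted p = 4.45e-08, but adjusted p = 0.15 with an estimated correlation). The list had 8 members up without the H1 BC array, and PPBP, another platelet chemokine gene, was 5.22 higher (adjusted p = 0.063, or 0.044 with the cell line as a block). GATA1, PF4 and GP1BA each lost their calls without either EB array (adjusted p = 0.112 to 0.166). Yolk sac endoderm and liver genes had 2 of 25 members up, and 10 when adjusted over the list alone, with AFP, the alpha-fetoprotein gene (56.2-fold, adjusted p = 0.00214), and the fibrinogen gene FGB (19.4-fold, adjusted p = 0.0469). That list had camera adjusted p = 5.53e-07, and adjusted p = 0.0361 with an estimated correlation, and 8 members up without the H1 BC array. FGB lost its call without either EB array. The transthyretin gene TTR was 3.52 higher but not called (adjusted p = 0.187), or 5.94 higher without the H1 BC array. RARA, the retinoic acid receptor alpha gene, rose 30.2-fold (adjusted p = 0.00819) on 1 of its 5 probe sets while the other 4 were not called, and lost the call without the H9 EB array (adjusted p = 0.0658).

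**Figure D2:**
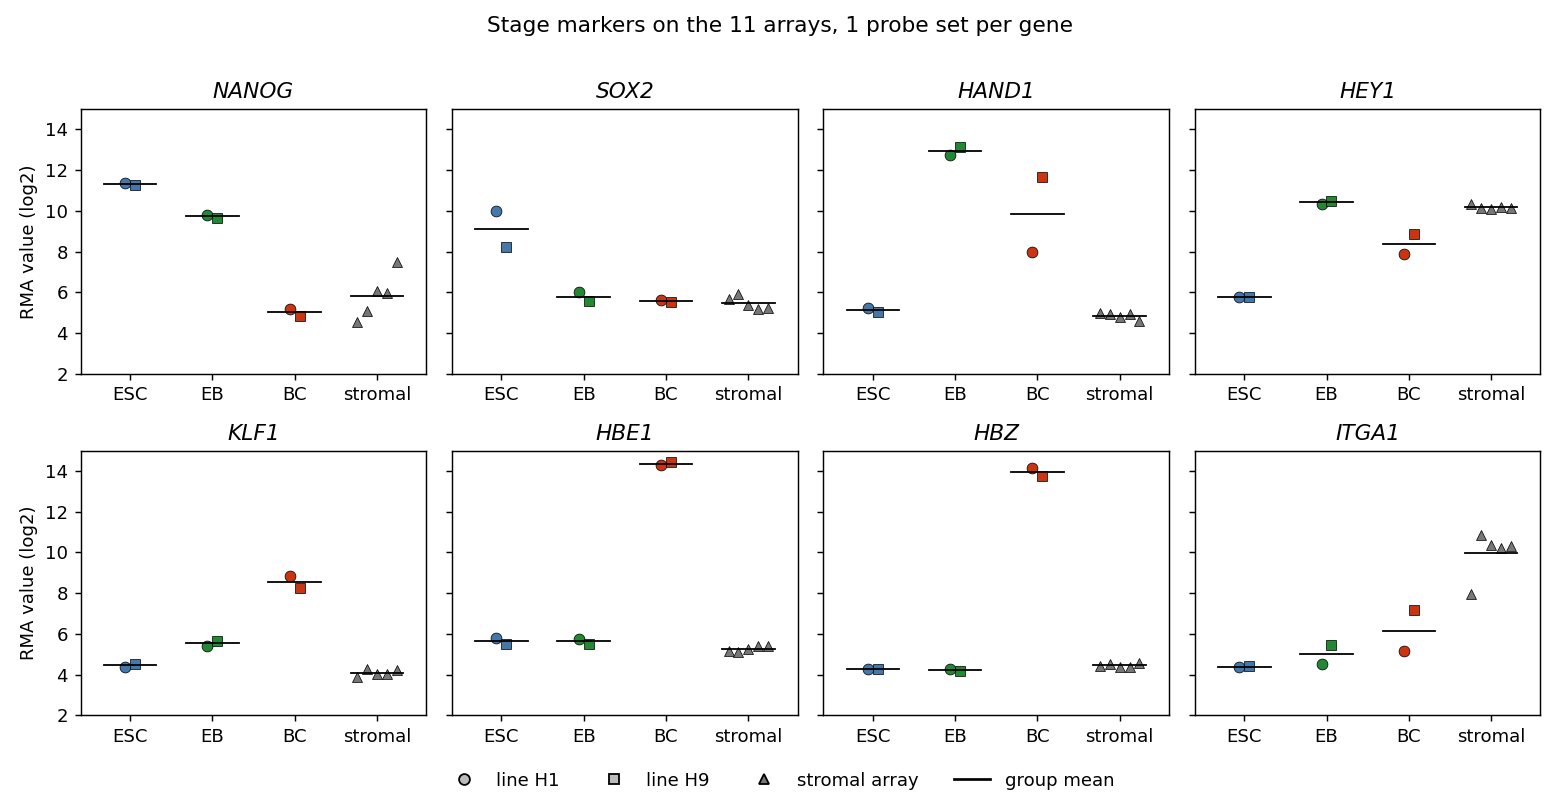
RMA values (log2) of 8 genes on the 11 arrays, 1 probe set per gene, with circles for line H1, squares for line H9, triangles for stromal arrays and a line at the group mean. HAND1 reached a mean of 12.94 in EBs, HBE1 and HBZ reached 14.36 and 13.95 in BCs.

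Members of the pluripotency, mesoderm, and BMP and WNT lists were among the genes that fell from EBs to BCs. Of 25 pluripotency genes 6 fell (3 without the H1 BC array) and 19 were not called, and 15 fell when adjusted over the list alone (camera adjusted p = 1.96e-09, and adjusted p = 0.00496 with an estimated correlation). L1TD1, an RNA-binding protein gene of pluripotent cells, fell 39.1-fold (adjusted p = 5.71e-06), NANOG 26.1-fold, from 9.73 ± 0.1 to 5.03 ± 0.25 (adjusted p = 0.0223), and DPPA4 11.9-fold (adjusted p = 0.00832). SOX2 was already low and differed by -0.2 (adjusted p = 0.865), or by 0.02 without the H1 EB array. Of 29 mesoderm genes 4 fell, and 14 when adjusted over the list alone, with WNT5A (47.2-fold lower, adjusted p = 0.000737) and the homeobox genes MSX1 (19.7-fold lower, adjusted p = 0.00715) and MSX2 (18.1-fold lower, adjusted p = 0.00512). That list had camera adjusted p = 2.54e-08, and adjusted p = 0.0361 with an estimated correlation. Of 19 BMP and WNT response genes 3 fell (1 without the H1 BC array), and 9 when adjusted over the list alone (camera adjusted p = 3.28e-06, but adjusted p = 0.15 with an estimated correlation), namely HEY1 (4.11-fold lower, adjusted p = 0.00983), the BMP-binding BMPER (4.01-fold lower, adjusted p = 0.0194) and the WNT target AXIN2 (2.84-fold lower, adjusted p = 0.0397). PRTG fell 33.8-fold (adjusted p = 0.00512), as did the neuronal tubulin gene TUBB2B (62.7-fold, adjusted p = 0.00369), the neurotensin gene NTS (42-fold, adjusted p = 0.0105) and the noncoding RNA LINC00458 (37.7-fold, adjusted p = 0.00659). Calls were lost without an EB or the H1 BC array by NANOG and AXIN2 (either EB array or the H1 BC array, adjusted p = 0.084 to 0.18), BMPER (the H9 EB or the H1 BC array, adjusted p = 0.0781 to 0.0874), HEY1 (either EB array, adjusted p = 0.0513 to 0.0719), MSX1 (the H9 EB array, adjusted p = 0.0609) and NTS (the H1 EB array, adjusted p = 0.0793).

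Further called members were ISL1 (20.2-fold lower, adjusted p = 0.00501) as 1 of 26 cardiac genes, ZIC2 (31.5-fold lower, adjusted p = 0.000383) and OTX2 (3.87-fold lower, adjusted p = 0.00534) as 2 of 20 neuroectoderm genes, TFAP2A (10.8-fold lower, adjusted p = 0.0449) as 1 of 19 trophoblast genes, and MYC (3.71-fold higher, adjusted p = 0.0476) as 1 of 23 immediate early genes. When adjusted over the list alone there were 1 up and 2 down in the cardiac, 4 down in the neuroectoderm, 1 up and 3 down in the trophoblast and 2 up and 1 down in the immediate early list. TFAP2A lost its call with the cell line as a block (adjusted p = 0.0579) and without either EB array or the H1 BC array (adjusted p = 0.0877 to 0.199), MYC without the H9 EB or the H1 BC array (adjusted p = 0.158 to 0.221) and OTX2 without the H9 EB array (adjusted p = 0.0504). Cell cycle genes had 0 of 32 members called by limma, 15 lower at an unadjusted p under 0.05 and 12 when adjusted over the list alone, and a mean 0.954 lower (camera adjusted p = 1.41e-06, but adjusted p = 0.29 with an estimated correlation). The mitotic genes CDC20 (-2.34, adjusted p = 0.174) and TOP2A (-2.24, adjusted p = 0.0989) were lower on the H1 BC array (6.86 and 6.6) than on the H9 BC array (9.72 and 8.71), and the list mean fell by 1.66 in line H1 and by 0.249 in line H9.

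Limma called 0 of the 145 sensory receptor and hair keratin genes between EBs and BCs, with 25 higher at an unadjusted p under 0.05, and their mean was 0.34 higher (camera adjusted p = 2.34e-11, but adjusted p = 0.29 with an estimated correlation), or 0.0887 without the H1 BC array. Camera also placed the lists of myeloid (adjusted p = 0.0247, but adjusted p = 0.614 with an estimated correlation) and endothelial genes (adjusted p = 0.0247, but adjusted p = 0.685 with an estimated correlation) higher in BCs, with 0 called members by limma in each and 2 and 6 higher at an unadjusted p under 0.05. The endothelial gene PECAM1 was 3 higher (adjusted p = 0.245) and KDR 1.3 lower (log2 -1.3, adjusted p = 0.445). The synaptic genes and the lymphocyte markers that the study had named from these arrays, which are not independent evidence, also had 0 called members and 5 and 7 higher at an unadjusted p under 0.05 (camera adjusted p = 0.000277 and 2.96e-05, but adjusted p = 0.15 and adjusted p = 0.135 with an estimated correlation). Of the lymphocyte markers 6 rose when adjusted over the list alone. Limma called 0 lymphoid, smooth muscle, fibroblast and matrix, prostate epithelium, definitive endoderm and study-named heart genes, with 1 to 9 of each at an unadjusted p under 0.05, and 1 lymphoid gene was lower when adjusted over the list alone. With the cardiac, trophoblast, neuroectoderm and immediate early lists these had camera adjusted p from 0.0793 to 0.918. The mean, median and test of the cardiac, fibroblast, prostate, immediate early, trophoblast and heart lists differed in sign, and the cardiac, fibroblast, immediate early and heart lists changed direction under other scalings. After cyclic loess camera placed the fibroblast (adjusted p = 0.0461) and immediate early lists (adjusted p = 0.00111) higher in BCs. Without the H1 BC array the means of the fibroblast (0.971, adjusted p = 2.83e-05), smooth muscle (1.02, adjusted p = 0.00241) and immediate early (0.538, adjusted p = 0.00126) lists were higher in BCs and that of the neuroectoderm list lower (-0.653, adjusted p = 0.0431) by camera, and those of the cardiac (0.0819) and heart (0.128) lists changed sign. The matrix genes COL3A1 (3.3 higher, adjusted p = 0.181) and TIMP3 (3.25 higher, adjusted p = 0.242, with 1 of its 3 other probe sets called higher) read 10.27 and 5.55 on the H1 BC array and 13.07 and 10.58 on the H9 BC array.

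In all, 537 probe sets were called between EBs and BCs, 127 up and 410 down (23.6% up), with 9168 at an unadjusted p under 0.05. Without the H1 BC array there were 222 up and 161 down (58% up), and 227 of the 537 kept their call. In that case 3 fibroblast and matrix and 2 immediate early genes, 2 lymphocyte markers and 1 endothelial, 1 cardiac, 1 trophoblast and 1 heart gene rose, and 0 hematopoietic and 0 trophoblast genes fell. The total was 43 with only the hESC-derived arrays (60.5% up), 12923 without the H9 BC array (56.9% up), 247 and 199 without the H1 or H9 EB array, and 341, 310, 298 and 265 without stromal replicates 2, 3, 4 and 5.

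Genes called in both steps were sorted by their course. A total of 85 probe sets of 67 genes rose from ESCs to EBs and fell again in BCs, among them HEY1, ISL1, MSX1, MSX2, WNT5A, PRTG, TFAP2A and BMPER. Independent lists would share 1.53. In 20 simulations of unchanged groups at most 0 were shared, which carries little weight, because such groups give almost no calls at an adjusted p under 0.05. A further 20 probe sets fell in both steps, with L1TD1, OTX2, SFRP2 and LINC00458 (independent lists 1.07), and 4 rose in both (independent lists 0.474). Limma called 0 that fell and then rose. At an unadjusted p under 0.05 in both steps 1170 probe sets rose and then fell (at most 360 in the simulations), 248 fell in both (at most 9), 43 rose in both (at most 10) and 313 fell and then rose (at most 352). Both steps use the same 2 EB arrays, so part of the excess may come from these shared arrays. The count of 85 was 28 and 51 without the H1 or H9 ESC array, 55 without the H9 EB array, 382 without the H9 BC array, and 56, 52 and 48 without stromal replicates 3, 4 and 5.

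The direct comparison of BCs with ESCs gave the whole change over both steps. HBZ rose 824-fold (adjusted p = 1.05e-08) and HBE1 420-fold (adjusted p = 1.93e-08), and LMO2 rose 124-fold, from 4.31 ± 0.21 to 11.26 ± 0.87 (n = 2 each, adjusted p = 0.00644). Of the globins 4 of 6 rose, and 5 when adjusted over the list alone, including HBM (7.94-fold, adjusted p = 0.000223). Of the heme genes 5 of 16 rose, and 8 rose and 1 fell when adjusted over the list alone, including ALAS2 (59-fold, adjusted p = 3.65e-05), SLC25A37 (43.5-fold, adjusted p = 0.000938) and the mitochondrial transporter ABCB10 (5.84-fold, adjusted p = 0.00313). Of the erythroid genes 13 of 29 rose, and 19 when adjusted over the list alone, including SLC4A1 (12.2-fold, adjusted p = 0.000309), HEMGN (11-fold, adjusted p = 1.91e-05) and ERMAP (6.44-fold, adjusted p = 0.00268). Camera adjusted p were 3.32e-13, 3.86e-08 and 1.32e-19, and adjusted p = 0.00154, 0.00385 and 0.00455 with an estimated correlation. Of the hematopoietic transcription factors 7 of 25 rose, and 11 when adjusted over the list alone (camera adjusted p = 1.2e-10, and adjusted p = 0.0471 with an estimated correlation), with GFI1B (23.9-fold, adjusted p = 3.82e-05), NFE2 (20.9-fold, adjusted p = 7.31e-05), KLF1 (16.9-fold, adjusted p = 3.24e-05), TAL1 (5.93-fold, adjusted p = 0.00104) and GATA1 (2.86-fold, adjusted p = 0.028), while GATA2 was 2.14 higher (adjusted p = 0.094). LMO2 lost its call without the H1 ESC array (adjusted p = 0.0528) and GATA1 without either ESC array (adjusted p = 0.0525 to 0.231).

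Of 25 pluripotency genes 16 fell from ESCs to BCs, 9 were not called, and 23 fell when adjusted over the list alone (camera adjusted p = 5.67e-26, and adjusted p = 0.000473 with an estimated correlation). L1TD1 fell 126-fold (adjusted p = 4.2e-07), the galanin gene GAL 95.5-fold (adjusted p = 0.000612), NANOG 78.4-fold (adjusted p = 0.00305) and SOX2 11.6-fold (adjusted p = 0.0073), while PODXL was not called (log2 -4.25, adjusted p = 0.0919). LINC00458 (86-fold, adjusted p = 0.00122), TUBB2B (75.1-fold, adjusted p = 0.00164) and a probe set annotated to MIR302B (74.4-fold, adjusted p = 3.76e-05), which reads longer RNAs and not mature microRNAs, fell as well. Of 20 neuroectoderm genes 2 fell, and 3 when adjusted over the list alone (camera adjusted p = 0.213), ZIC2 (66.3-fold, adjusted p = 5.74e-05) and OTX2 (9.99-fold, adjusted p = 0.000107). Of 32 cell cycle genes 6 fell and 26 were not called, and 23 fell when adjusted over the list alone (camera adjusted p = 3.06e-11, but adjusted p = 0.154 with an estimated correlation). AURKB (5.19-fold lower, adjusted p = 0.0268), BIRC5 (5.75-fold lower, adjusted p = 0.0452) and CDC6 (3.7-fold lower, adjusted p = 0.0374) were among them. Without the H1 BC array limma called 0 cell cycle genes, and these 3 had adjusted p = 0.0615, 0.098 and 0.167. Without the H1 or H9 ESC array AURKB was lost in 1 case and the other 2 in both, with adjusted p up to 0.273.

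Mesoderm, signalling, megakaryocyte, matrix and cardiac lists lay higher in BCs than in ESCs with few called members. Mesoderm genes had 1 of 29 members up, HAND1 (26.2-fold, adjusted p = 0.0288), and 2 when adjusted over the list alone (camera adjusted p = 0.00778, but adjusted p = 0.241 with an estimated correlation), with 6 up without the H1 BC array. HAND1 was 7.99 on the H1 and 11.67 on the H9 BC array. BMP and WNT genes had 2 of 19 up, SMAD6 (13.8-fold, adjusted p = 0.0213) and HEY1 (6.15-fold, adjusted p = 0.00141), and 1 down, AXIN2 (6.13-fold, adjusted p = 0.00151), with 3 up and 1 down when adjusted over the list alone (camera adjusted p = 0.0224, but adjusted p = 0.414 with an estimated correlation). Megakaryocyte genes had 3 of 22 up, PPBP (35.8-fold, adjusted p = 0.0476), CLEC1B (6.79-fold, adjusted p = 0.0363) and the platelet tubulin TUBB1 (3.03-fold, adjusted p = 0.0246). When adjusted over the list alone 9 were up and 1 down (camera adjusted p = 9.44e-08, but adjusted p = 0.154 with an estimated correlation). PF4 was 4.28 higher (adjusted p = 0.057), or 6.2 without the H1 BC array. Fibroblast and matrix genes had 2 of 35 up, also when adjusted over the list alone, LUM (103-fold, adjusted p = 0.0127) and COL3A1 (70.7-fold, adjusted p = 0.0211), and 5 up without the H1 BC array (camera adjusted p = 0.00066, but adjusted p = 0.487 with an estimated correlation). Cardiac genes had 1 of 26 up, MYL4 (26.1-fold, adjusted p = 0.000128), and 2 when adjusted over the list alone (camera adjusted p = 0.00899, but adjusted p = 0.297 with an estimated correlation). Without either ESC array HAND1, SMAD6, PPBP, CLEC1B, TUBB1, LUM and COL3A1 lost their calls (adjusted p from 0.0563 to 0.254), and TUBB1 also without the H1 BC array (adjusted p = 0.102).

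Yolk sac and liver genes had 2 of 25 up, AFP (36.3-fold, adjusted p = 0.00246) and FGB (17.3-fold, adjusted p = 0.0388), with 8 when adjusted over the list alone and 9 without the H1 BC array (camera adjusted p = 5.68e-07, and adjusted p = 0.0435 with an estimated correlation). Trophoblast genes had 1 of 19 up, the iron exporter gene SLC40A1 (20.4-fold, adjusted p = 0.0431), which was lost with the cell line as a block (adjusted p = 0.0521), and 4 up and 1 down when adjusted over the list alone (camera adjusted p = 0.00403, and adjusted p = 0.0471 with an estimated correlation), while IGFBP3 was 5.13 higher (adjusted p = 0.0939). Immediate early genes had EGR1 (8.94-fold, adjusted p = 0.02) and JUNB (4.05-fold, adjusted p = 0.00276) up and IER3 (6.96-fold, adjusted p = 0.0399) down of 23, and 4 up and 1 down when adjusted over the list alone (camera adjusted p = 0.148, or 0.000268 without the H1 BC array). RARA rose 82.3-fold (adjusted p = 0.00111) on 1 of 5 probe sets. FGB and SLC40A1 lost their calls without either ESC array (adjusted p = 0.11 to 0.276), and EGR1 and IER3 without either ESC array or the H1 BC array (adjusted p = 0.0644 to 0.168). Endothelial genes had 0 of 30 called by limma and 6 higher at an unadjusted p under 0.05 (camera adjusted p = 0.000124, but adjusted p = 0.414 with an estimated correlation), with KDR 0.55 higher (adjusted p = 0.785), or 0.59 lower without the H9 BC array (log2 -0.59). Myeloid genes had 0 of 29 called and 1 higher at an unadjusted p under 0.05 (camera adjusted p = 0.0206, but adjusted p = 0.496 with an estimated correlation, and 0.0544 without the H1 BC array).

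The lists that the study had named from these arrays are not independent evidence. Its heart genes had 1 of 10 up (HAND1) and 3 when adjusted over the list alone (camera adjusted p = 0.0026, and adjusted p = 0.0476 with an estimated correlation). Its synaptic genes and lymphocyte markers had 0 called by limma, 5 and 6 higher at an unadjusted p under 0.05, and 1 and 2 up when adjusted over the list alone (camera adjusted p = 0.00127 and 0.00015, but adjusted p = 0.192 and adjusted p = 0.143 with an estimated correlation), the former with adjusted p = 0.0973 without the H1 BC array. Sensory receptor and hair keratin genes, with 0 called and 15 higher at an unadjusted p under 0.05, had camera adjusted p = 1.36e-06, but adjusted p = 0.414 with an estimated correlation, and a mean of 0.244, which was -0.00652 without the H1 BC array. Definitive endoderm had 1 of 8 down, and 2 when adjusted over the list alone, and limma called 0 genes of the lymphoid, smooth muscle and prostate epithelium lists, with 1 or 2 lower in each at an unadjusted p under 0.05. With the neuroectoderm and immediate early lists these had camera adjusted p from 0.0537 to 0.885. The mean, median and test of the smooth muscle, prostate and neuroectoderm lists differed in sign, and the smooth muscle list changed from -0.294 to 0.226 after cyclic loess. Without the H1 BC array the smooth muscle list was at 0.622 and the lymphoid list went from 0.188 to -0.0514.

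In all, 1016 probe sets were called between ESCs and BCs, 231 up and 785 down (22.7% up), with 8879 at an unadjusted p under 0.05. After cyclic loess there were 472 up and 821 down (36.5% up), and without the H1 BC array 506 up and 336 down (60.1% up), with 471 of the 1016 keeping their call. In that case 4 BMP and WNT, 3 immediate early, 3 trophoblast, 2 cardiac, 2 heart and 2 endothelial genes and 2 lymphocyte markers rose, and 0 immediate early genes fell. The total was 167 with only the hESC-derived arrays, 300 without the H1 ESC array, 11893 without the H9 BC array (54.2% up), and 674, 668, 633 and 592 without stromal replicates 2, 3, 4 and 5.

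**Figure D3:**
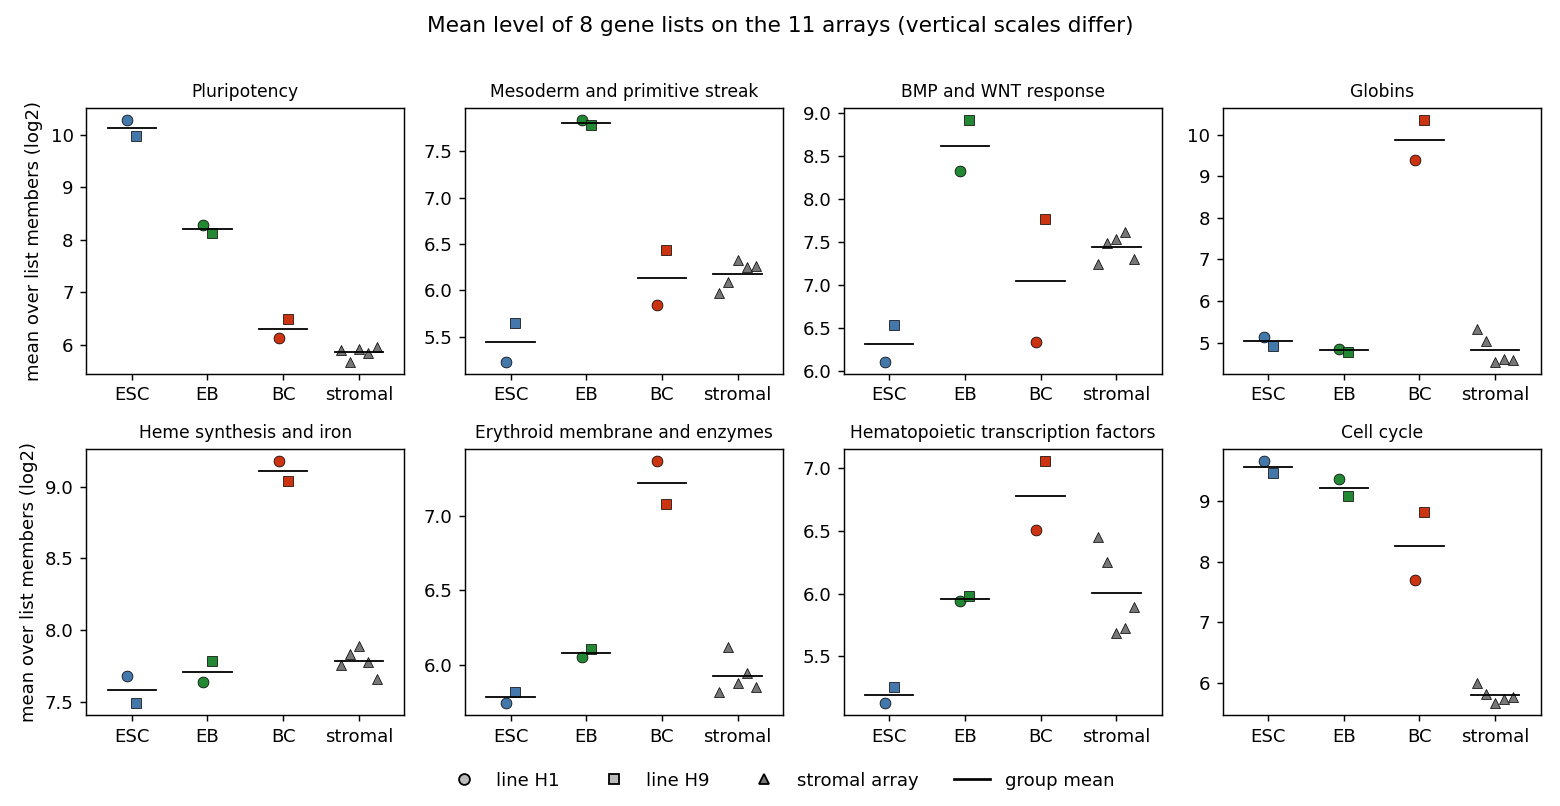
Mean level (log2) of 8 gene lists on each of the 11 arrays, with circles for line H1, squares for line H9, triangles for stromal arrays and a line at the group mean. From ESCs to BCs the mean of the pluripotency list changed by -3.83 and those of the globin, heme and erythroid lists by 4.85, 1.52 and 1.44.

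The comparison of BCs with prostate stromal cells asked which genes stand out once a connective tissue signature is set aside. BCs carried erythroid, platelet, yolk sac and cell cycle transcripts at higher levels. HBZ was 721-fold higher (adjusted p = 2.33e-09) and HBE1 543-fold higher, at 14.36 ± 0.1 (n = 2) against 5.28 ± 0.15 (n = 5, adjusted p = 3.27e-09). Of the globins 5 of 6 were higher and 0 lower, among them HBM (11.5-fold, adjusted p = 5.38e-06), of the heme genes 11 of 16 with 2 lower, of the erythroid genes 21 of 29 with 2 lower and of the hematopoietic transcription factors 12 of 25 with 4 lower. Camera adjusted p were 1.49e-05, 0.00303, 3.79e-06 and 0.0318, but adjusted p = 0.057, 0.0867, 0.102 and 0.436 with an estimated correlation. ALAS2 (72.3-fold, adjusted p = 2.18e-06), FECH (8.62-fold, adjusted p = 9.86e-05), SLC25A37 (5.99-fold, adjusted p = 0.00198), SLC4A1 (17.6-fold, adjusted p = 8.94e-06), HEMGN (11.1-fold, adjusted p = 1.49e-06) and the Rh-associated RHAG (9.21-fold, adjusted p = 1.59e-05) were higher. So were NFE2 (28.9-fold, adjusted p = 3.42e-06), KLF1 (22.1-fold, adjusted p = 1.47e-06), GFI1B (22.1-fold, adjusted p = 3.48e-06), LMO2 (13.6-fold, adjusted p = 0.00502), TAL1 (7.97-fold, adjusted p = 2.13e-05) and GATA1 (3.53-fold, adjusted p = 0.000457). GATA2 was 2.62-fold lower in BCs (adjusted p = 0.0359), NANOG differed by -0.8 (adjusted p = 0.308), with 1 of its 2 probe sets in the opposite direction, SOX2 by 0.11 (adjusted p = 0.842), with 2 of its 3 other probe sets called higher, and KDR by 1.17 (adjusted p = 0.192). LMO2 lost its call without the H1 BC array (adjusted p = 0.0619), and GATA2 without either BC array or stromal replicate 3 (adjusted p = 0.0509 to 0.236).

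Of 22 megakaryocyte genes 11 were higher and 1 lower (camera adjusted p = 0.00275, but adjusted p = 0.404 with an estimated correlation), with PF4 (65-fold, adjusted p = 0.00052) and PPBP (45.2-fold, adjusted p = 0.00175). Of 25 yolk sac and liver genes 19 were higher and 1 lower (camera adjusted p = 4.86e-05, but adjusted p = 0.102 with an estimated correlation), with AFP (142-fold, adjusted p = 1.83e-05), the apolipoprotein gene APOA2 (73.9-fold, adjusted p = 0.00826), which was lost without the H9 BC array (adjusted p = 0.0626), and FGB (31.6-fold, adjusted p = 0.000663). Of 32 cell cycle genes 30 were higher and 0 lower (camera adjusted p = 2.46e-11, but adjusted p = 0.242 with an estimated correlation), including the nucleotide synthesis genes RRM2 (25.7-fold, adjusted p = 0.00056) and TYMS (17.5-fold, adjusted p = 3.57e-05) and the kinase gene CDK1 (16.3-fold, adjusted p = 0.000129). The imprinted gene DLK1 (114-fold, adjusted p = 0.000276), the tachykinin gene TAC3 (74-fold, adjusted p = 0.000101) and RARA (93.6-fold, adjusted p = 4.16e-05) were among the 6 called genes with the largest positive differences, the last with 1 of its 5 probe sets opposed.

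Stromal cells were higher in matrix, smooth muscle and immediate early genes. SPARCL1, a secreted matrix protein gene, was 492-fold lower in BCs (4.21 ± 0.18 against 13.15 ± 0.33, adjusted p = 1.42e-07), the prostaglandin synthase gene PTGS2 450-fold lower (adjusted p = 1.39e-06), the transcription factor gene MAFF 343-fold lower (adjusted p = 4.3e-06), the chemokine gene CXCL8 283-fold lower (adjusted p = 1.01e-05), the GTPase gene GEM 237-fold lower (adjusted p = 8.44e-08) and the proteoglycan gene SPOCK3 217-fold lower (adjusted p = 8.94e-06). Of 23 immediate early and dissociation genes 20 were lower in BCs and 0 higher (camera adjusted p = 1.54e-13, but adjusted p = 0.0867 with an estimated correlation), with NR4A2 (206-fold, adjusted p = 7.17e-06) and IL6 (88.6-fold, adjusted p = 8.94e-06), while MYC was not called (log2 -0.7, adjusted p = 0.0855, but 0.0341 with the cell line as a block). Of 35 fibroblast genes 18 were lower and 0 higher, or 8 lower and 1 higher without the H1 BC array (camera adjusted p = 6.62e-07, but adjusted p = 0.376 with an estimated correlation), with MGP (171-fold, adjusted p = 1.27e-06) and OGN (100-fold, adjusted p = 4.39e-05). Collagen COL1A2 differed by -1.63 (adjusted p = 0.167, with 1 of its 2 other probe sets called lower), or by 0.4 without the H1 BC array. Of 19 smooth muscle genes 14 were lower, or 7 without the H1 BC array (camera adjusted p = 2.23e-05, but adjusted p = 0.376 with an estimated correlation), with ACTA2 (17.5-fold, adjusted p = 0.00246). ITGA1 was 13.9-fold lower (adjusted p = 0.00424), but lost its call without the H1 BC array (log2 -2.8, adjusted p = 0.0593). Of 19 prostate epithelium genes 3 were lower and 3 higher (camera adjusted p = 0.492), the secretory genes MSMB (59.7-fold lower, adjusted p = 0.00617) and ACP3 (43-fold lower, adjusted p = 0.00658) among the former, while KLK3, which encodes prostate-specific antigen, differed by -3.7 (adjusted p = 0.0543).

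The study had named nerve and heart genes and lymphocyte markers as higher in BCs than in reference tissues, some with stroma and others, such as GRIN1, DRD2, GATA4 and TBX5, with other tissues. Of its 22 synaptic genes 14 were higher and 2 lower in BCs, of its 18 lymphocyte markers 10 and 0, and of its 10 heart genes 6 and 1, counts that are not independent evidence (17 up and 2 down, 10 up and 1 down, and 6 up and 1 down when adjusted over the list alone). They were 7 and 0, 7 and 0, and 4 and 0 without the H1 BC array. Camera adjusted p were 0.00315, 0.0189 and 0.182, but adjusted p = 0.376 for each with an estimated correlation. Among them were the receptor genes GRIN1 (3.93-fold, adjusted p = 0.000862), DRD2 (2.88-fold, adjusted p = 0.000656) and KIR2DS4 (2.51-fold, adjusted p = 0.000882), the platelet integrin ITGA2B (6.29-fold, adjusted p = 0.000308) and GATA4 (2.88-fold, adjusted p = 0.00128), whereas TBX5 was 3.11-fold lower (adjusted p = 0.0174) with 1 of its 4 probe sets opposed and lost its call without either BC array (adjusted p = 0.0535 to 0.0933). Of the 145 sensory receptor and hair keratin genes, not expected in either tissue, 84 were higher and 1 lower, or 20 higher and 1 lower without the H1 BC array (camera adjusted p = 1.96e-08, but adjusted p = 0.376 with an estimated correlation), with OR51M1 (2.66-fold, adjusted p = 0.000152) and KRTAP5-8 (2.64-fold, adjusted p = 0.000941). Of 26 cardiac genes 12 were higher and 3 lower (camera adjusted p = 0.00738, but adjusted p = 0.376 with an estimated correlation), with MYL4 36.2-fold higher (adjusted p = 5.17e-06) and ISL1 16.5-fold lower (adjusted p = 0.000151). Of 30 endothelial genes 6 were higher and 3 lower (camera adjusted p = 0.692), the latter being NRP1 (7.59-fold, adjusted p = 0.016), EMCN (6.31-fold, adjusted p = 0.0211) and EDN1 (8.1-fold, adjusted p = 0.0493). NRP1 and EMCN lost their calls without the H1 BC array (adjusted p = 0.0782 and 0.0961), EMCN also without the H9 BC array (adjusted p = 0.0796), and EDN1 without either BC array or stromal replicates 1, 2 or 5 (adjusted p = 0.0643 to 0.301) and with the cell line as a block (adjusted p = 0.0624).

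The remaining lists were not set apart from other genes by camera (adjusted p from 0.129 to 0.953). Pluripotency had 9 of 25 higher and 2 lower, mesoderm 7 and 7 of 29, BMP and WNT response 1 and 5 of 19, lymphoid 3 and 0 of 25, myeloid 4 and 3 of 29, definitive endoderm 3 and 2 of 8, trophoblast 4 and 1 of 19, and neuroectoderm 7 and 1 of 20. The mesoderm, lymphoid, endothelial, trophoblast and neuroectoderm lists changed direction under other scalings, and the mean, median and test differed in sign for the mesoderm, myeloid, endothelial and definitive endoderm lists. Without the H1 BC array the means of the mesoderm (0.252), BMP and WNT (0.327), lymphoid (-0.121) and endothelial (0.502) lists changed sign. The counts higher and lower were then 4 and 2 for pluripotency, 5 and 4 for mesoderm, 4 and 3 for BMP and WNT, 0 and 0 for lymphoid, 0 and 1 for myeloid, 1 and 0 for definitive endoderm, 3 and 1 for neuroectoderm, 10 and 0 for hematopoietic, 8 and 1 for heme, 11 and 0 for megakaryocyte, 15 and 0 for yolk sac, 4 and 0 for endothelial, 11 and 1 for cardiac and 1 and 2 for prostate genes. The stromal arrays differed among themselves in genes of other cells. The myeloid list averaged 7.239 and 6.235 on stromal replicates 1 and 2 against 4.964 to 5.089 on the other 3, the lymphoid list 6.652 on replicate 1 against 4.941 to 5.498, and the prostate epithelium list 8.233, 9.15 and 8.521 on replicates 1, 2 and 5 against 6.375 and 5.709. HBB read 9.47 and 8.18 on replicates 1 and 2 against 5.71 to 5.89. When adjusted over the list alone, the counts higher and lower were 5 and 0 for globins, 11 and 2 for heme, 21 and 2 for erythroid, 12 and 5 for hematopoietic, 11 and 1 for megakaryocyte, 16 and 3 for cardiac, 0 and 14 for smooth muscle, 0 and 18 for fibroblast, 0 and 21 for immediate early, 30 and 0 for cell cycle, 20 and 1 for yolk sac and 92 and 1 for sensory receptor and hair keratin genes. Pluripotency had 12 and 2, mesoderm 7 and 7, BMP and WNT 1 and 3, lymphoid 0 and 0, myeloid 4 and 2, endothelial 1 and 0, prostate 2 and 2, definitive endoderm 3 and 2, trophoblast 4 and 1 and neuroectoderm 5 and 1.

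In all, 14812 probe sets were higher and 8674 lower in BCs than in stromal cells (63.1% higher). After cyclic loess 8455 were higher and 10151 lower (45.4% higher), and without the H1 BC array 6891 were higher and 4964 lower. The share that was higher was 40.4% at a log2 difference of at least 1 and 44% at B above 0. The median over all probe sets was 0.238 above stroma as deposited and 0.013 above it after cyclic loess, and those of ESCs and EBs were 0.161 and 0.137 above stroma as deposited and 0.001 and -0.005 after cyclic loess. ESCs gave 9959 higher and 7350 lower (57.5% higher) and EBs 8576 and 6468 (57% higher), against 7033 and 9400 (42.8% higher) and 6404 and 8663 (42.5% higher) after cyclic loess. The ESC total of 17309 was 11218 and 8980 without the H1 or H9 ESC array, and the EB total of 15044 was 8514 and 7428 without the H1 or H9 EB array. With other reference tissues the study set aside genes also higher in ESCs, and the same filter was applied here to stroma. Of the 14812 probe sets, 6598 were also higher in ESCs than in stroma. Independent lists would share 2701, and 20 simulations of unchanged groups shared at most 0, again with almost no calls to share. At an unadjusted p under 0.05 the overlap was 10122, against at most 226 in the simulations and 4967 for independent lists. With the stromal arrays split between the comparisons the overlap was 3982 and 3957. The filter kept 8214 probe sets, or 1385 without the H1 BC array. Of these, 128 (1.56%) were called higher in BCs than in ESCs, and 8086 were not called between BCs and ESCs in either direction.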

Values the study reported

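The study reported 87 genes down-regulated and 128 up-regulated from ESCs to EBs. From EBs to BCs it gave 185 down-regulated and 82 up-regulated genes, with fold changes of 6.2x to 7.2x for KLF1, TAL1, GATA1 and CD71. From ESCs to BCs it gave 267 down-regulated and 107 up-regulated genes. Against the prostate-derived stromal cells the study listed 3,277 genes as higher in BCs. Genes with a B value above 0 were taken as differentially expressed.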

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

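Chosen only after the result was seen were the minimum of 0.5 for opposite list changes, the tests of globin transcripts and of the cell line for the narrow H1 BC array, and the test of that array as the source of the matrix gene difference between the BC arrays. How intervals were weighed was made stricter for 3 tests after their results were seen.

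With 5 arrays, the stromal group was large enough to ask whether its highest or lowest array stood apart, and 12 measures passed Dixon's criterion (a gap to the nearest array above 0.71 of the range). Chance passes about 1 in 20 such groups, and 1 of 6 array measures, 2 of 25 list means and 9 of 60 genes passed, against 0.3, 1.25 and 3 by chance. Stromal replicate 1 had the lowest mean correlation with its group (0.939, next 0.9647) and the lowest means of the cardiac muscle (4.844, next 5.24) and neuroectoderm lists (4.897, next 5.265). It also had the lowest ITGA1 (7.982, next 10.23), COL1A2 (10.74, next 12.28) and FECH (6.102, next 6.906) and the highest TAL1 (6.105, next 5.471). On stromal replicate 2 RHAG was lowest (4.263, next 4.601), and MYL4 (5.79, next 5.496) and GATA4 (5.294, next 5.13) were highest. On stromal replicate 3 MGP (12.86, next 12.12) and APOA2 (4.079, next 3.916) were highest. No explanation was tested for these stromal arrays.

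Lists of 3 kinds moved in opposite directions in the H1 and H9 lines by at least 0.5 each. From EBs to BCs the smooth muscle list changed by -0.706 in H1 and 0.909 in H9, the fibroblast and matrix list by -0.877 and 0.642, and the immediate early list by -0.719 and 0.681. From ESCs to BCs the smooth muscle list changed by -1.21 and 0.622. With 1 array per line and stage the differences between lines were not tested, and 15 of the 75 list and comparison pairs had opposite signs in the lines.

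The H1 BC array spanned a narrower range than the others. Labelling of the 3' ends was not unusual on it, with a mean 3' minus 5' difference of 0.47 against 0.312 to 0.763 on the other hESC-derived arrays, which argues against degraded RNA as this measure reads it. The cell line H1 as such was argued against by the ESC and EB arrays, where the H9 array exceeded the H1 array in SD by -0.06 and 0.019, against 0.345 between the BC arrays. A raised background and globin transcripts filling the signal stay open. Genes not expected in these cells had a median of 4.76 on this array, 0.429 above the highest of the others. Such dim genes rise under any narrowing. Globins made up a small share of the summed signal, 2.953% on this array and 1.679% on the H9 BC array (56.9% of the former), whose SD (1.945) lay just under the 1.948 to 2.093 of the other 9 arrays. HBE1 was highest on each BC array, so these shares may be understated.

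Matrix and smooth muscle genes lay higher on the H9 than on the H1 BC array, by a median of 2.25 over 54 members, of which 45 were higher on H9. COL3A1 read 10.27 on the H1 and 13.07 on the H9 BC array, COL1A1 10.59 and 12.94, and COL1A2 8.43 and 12.5. The narrow range of the H1 BC array alone is argued against, since the members exceeded genes of the same mean level by a median of 1.14 (95% bootstrap interval 0.565 to 1.53), though that comparison takes the narrowing to be alike for genes of a level. A lasting difference between the lines stays open, since the members were already 0.175 higher on the H9 array in ESCs and 0.408 in EBs, 18.2% of the BC difference (interval 12.3 to 41.5). More matrix-producing cells among the H9 BCs, which the study describes as purified without a sort by marker named, could also contribute, as endothelial genes exceeded genes of their level by 0.792 (interval 0.371 to 1.14) but cardiac genes by 0.313 with an interval from -0.379 to 0.676.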

How the results depend on the processing

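Quantile normalization of the summary values, the B criterion on 6 arrays, the overlaps at an unadjusted p and the list tests without the H1 BC array were chosen only after the data had been seen.

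With the cell line as a block, 190 of the 197 named gene and comparison pairs kept their side of the threshold, 4 gained a call and 3 lost it. These 7 are given beside their genes, and the block changed none of the 100 list calls. The block called 469 probe sets for EB minus ESC, 664 for BC minus EB, 1182 for BC minus ESC, 23803 for BC minus stromal, 17274 for ESC minus stromal and 15021 for EB minus stromal, each within 1.5 times the count without it.

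Fits to only the 6 hESC-derived arrays called 7 probe sets for EB minus ESC, 43 for BC minus EB and 167 for BC minus ESC, and 3 that rose and then fell. This leaves fewer degrees of freedom and no stromal spread. At the study's criterion of B above 0 these 6 arrays gave 223, 283 and 407. On 11 arrays that criterion gave 6341 for BC minus stromal, 6337 for ESC minus stromal, 5274 for EB minus stromal and 1586 kept by the filter, and the cause was not tested. A log2 difference of at least 1 left 12732 for BC minus stromal. Without the probe sets that may read several transcripts there were fewer to test, and the calls were 193 for EB minus ESC, 287 for BC minus EB, 520 for BC minus ESC, 10742 for ESC minus stromal, 9292 for EB minus stromal and 54 that rose and then fell. Weights by group gave 754 for EB minus ESC, 78 for BC minus EB, 158 for BC minus ESC, 6786 for BC minus stromal, 547 kept by the filter and 21 that rose and then fell, and the cause was not tested. Cyclic loess gave 523 for EB minus ESC and 4212 kept by the filter, median centring 5217 kept by the filter, and leaving out dim probe sets 3387. Fewer probe sets were tested without the dim ones, and the cause of the other changes was not tested. Asking for probe sets that were called higher in BCs than in ESCs by their own test kept 152.

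Leaving out 1 array at a time, the calls ranged from 83 to 769 for EB minus ESC, 199 to 12923 for BC minus EB, 300 to 11893 for BC minus ESC, 11855 to 27712 for BC minus stromal, 8980 to 21355 for ESC minus stromal and 7428 to 18643 for EB minus stromal. The filter kept 1385 to 10719, and 28 to 382 rose and then fell. The cause was not tested. Leaving out any 1 array, from the 2 groups compared only, 22 of 38 named calls held from EBs to BCs. So did 8 of 21 from ESCs to EBs, 28 of 44 from ESCs to BCs and 46 of 54 against stroma.

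Of the list tests 57 of 100 were past the threshold with the preset correlation and 16 with an estimated one, which allows for genes of a list varying together, and none reversed. Fry kept 75 of the 100 on their side, gained 9 and lost 16. Cyclic loess kept 179 of the 197 named pairs and 86 of the 100 lists on their side, and fits to the 6 hESC-derived arrays, or against stroma to the arrays of the groups compared, kept 127 and 95.

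Some values changed sign, and the cause was not tested. Leaving out 1 array at a time, HBE1 ranged from -0.18 to 0.15 (0.12 without the H9 EB array) and HBZ from -0.1 to 0.01 for EB minus ESC, SOX2 from -0.41 to 0.02 for BC minus EB, KDR from -0.59 to 1.7 for BC minus ESC and COL1A2 from -3.67 to 0.4 for BC minus stromal. Cyclic loess put GATA2 at 0.02 for BC minus EB, and the lists fibroblast at 0.56 and immediate early at 0.769 for BC minus EB, smooth muscle at 0.226 for BC minus ESC, and lymphoid at -0.125 and neuroectoderm at -0.0483 for BC minus stromal. The mean of all probe sets of a gene put neuroectoderm at -0.082 for EB minus ESC, fibroblast at 0.00149 and immediate early at 0.127 for BC minus EB, and mesoderm at 0.069 and endothelial at 0.203 for BC minus stromal. With the H1 BC array left out, the BC minus EB means of cardiac (0.0819), fibroblast (0.971), immediate early (0.538) and study-named heart genes (0.128), the BC minus ESC means of lymphoid (-0.0514), smooth muscle (0.622) and sensory receptor genes (-0.00652), and the BC minus stromal means of mesoderm (0.252), BMP and WNT (0.327), lymphoid (-0.121) and endothelial genes (0.502) changed sign.

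Of the probe sets called higher in BCs than in stroma, 54% lay below the median of mean level over the arrays, as did 69.4% of those the filter kept and 32.8% of the kept ones called higher in BCs than in ESCs. Of 156 calls of genes named by the rule, 51 rest on a gene with 1 probe set, 48 on several that were all called in that direction, 55 had at least 1 other probe set that was not called, and 2 (RARA and TBX5 against stroma) had 1 in the opposite direction.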

Other observations

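The shares of nerve, lymphocyte marker and heart genes called without the H1 BC array and in ESCs were chosen only after the result was seen, while the other tests on these genes were planned, and the criterion of B above 0 on 11 arrays was planned.

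Several gene lists lay higher on the H9 than on the H1 BC array. Megakaryocyte and platelet genes differed by a median of 1.83 between the arrays, with 18 of 22 higher on H9, and exceeded genes of the same mean level by 1.7 (95% bootstrap interval 1.17 to 3.04). For yolk sac and liver genes the median was 1.22 and the excess 0.373 (interval 0.0954 to 3.52), for endothelial genes 0.95 and 0.792 (0.371 to 1.14), for cell cycle genes 0.849 and 0.605, with an interval from -0.347 to 1.14, and for globins 0.271 and 0.215, with an interval from -0.289 to 3.07. BMP and WNT genes (1.62 and 0.393, interval 0.0367 to 1.74) and hematopoietic factors (0.372 and 0.49, 0.132 to 0.695) were also higher. Heme, erythroid and pluripotency genes went the other way, with medians of -0.262, -0.353 and -0.153 and an excess of -0.96 (interval -1.14 to -0.155), -0.452 (-0.722 to -0.132) and -0.387 (-0.551 to -0.0488). Sensory receptor and hair keratin genes differed by -0.475, with 10 of 145 higher on H9. The differences between the BC arrays were not tested, since each line had 1.

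Of 50 nerve, lymphocyte marker and heart genes that the study named (ITGA2B, ITGB3 and TFRC among them), 30 (60%) were called higher in BCs than in stromal cells and 3 lower, against 84 of 145 sensory receptor and hair keratin genes higher (57.9%, 2-sided Fisher exact p = 0.868) and 26.8% of all genes. By camera the heart list was not past the threshold (adjusted p = 0.182), nor was any of the 3 lists with an estimated correlation (adjusted p = 0.376). Without the H1 BC array 18 of the 50 (36%) were called, against 20 of the 145 (13.8%, 2-sided Fisher exact p = 0.0015) and 14.9% of all genes, so the likeness of these shares rested on that array. In ESCs 16 of the 50 (32%) were called higher than in stroma, against 25 of the 145 (17.2%, 2-sided Fisher exact p = 0.0426). The study had picked the 50 from the BC arrays, against stroma or other tissues, so a larger share among them is not independent evidence. The narrow H1 BC array stays open as a source, since the median difference from stroma was 1.04 on it and 0.741 on the H9 BC array, 71.3% of the former (95% bootstrap interval from 37.3 to just past equality). An offset between the hESC-derived and the stromal arrays also stays open, since the same members were 0.322 higher in ESCs than in stroma (interval 0.134 to 0.502), 37.1% of the BC difference. Expression in BCs stays open too. Only 1 of the 50 members, HAND1, was called higher in BCs than in ESCs, against 0 of the 145 genes not expected (1-sided Fisher exact p = 0.256), but 3 members were needed to pass that test, and few genes (117 of 19740) were called higher there, so it could show little. No test here told the explanations apart. The hESC-derived arrays differ from the stromal arrays in tissue and in 3' minus 5' difference together, and the other 2 tests gave values between the bounds set for them.

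At B above 0 on 11 arrays 2791 probe sets were higher in BCs than in stroma. Of these, 1586 probe sets of 1069 genes were not also higher in ESCs than in stroma, and 129 of the 1586 were called higher in BCs than in ESCs.

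From EBs to BCs KLF1 rose 7.99-fold, TAL1 5.11-fold and GATA1 3.31-fold on their brightest probe sets. The brightest of the 5 probe sets of TFRC, which encodes CD71, was 3.65-fold higher and not called, with 1 other called higher. The folds the study gives lie below that of KLF1 and above those of TAL1, GATA1 and TFRC, by the most for GATA1 and TFRC, and the cause was not tested.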
